A study of Homo sapiens with 4 samples. Its data were reported in "Clusters of lineage-specific genes are anchored by ZNF274 in repressive perinucleolar compartments" (2024).

How the data were processed

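EM-seq libraries of WT and ZNF274KO HEK293T cells, 2 per group, were grouped and numbered by their labels. The authors processed the reads with Msuite2 and hisat2 on hg19 with an rDNA sequence added, and deposited read counts per CpG and base call for each library, not pooled and not normalised. A read with C counted as methylated and one with T as unmethylated. Filters on mapping quality and duplicates are not stated. Only CpGs with at least 1 read are listed, so CpGs in unmappable or collapsed sequence can carry shared reads, and duplicated reads would make counting intervals too narrow.

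All 27710999 sites on autosomes and X fell on a CG of GRCh37, and coordinates are 1-based in that build. Contigs Y, M, L and P entered no regional comparison, and coordinates on Y and M were not used. Protein-coding genes came from GENCODE release 44 mapped to GRCh37. KZFP genes were C2H2 genes, with at least 3 fingers, whose protein held a KRAB domain (E-value under 0.001, pyhmmer 0.12.3). Coding sequences that change frame in GRCh37 were translated only in part, an error found after the fits. ZNF274 and ZNF595, which are affected, were classed with other genes, and ZNF718, with an affected transcript, with other C2H2 genes. The bodies of ZNF595 and ZNF718 were called higher and counted in those classes. This gave 357 KZFP, 359 other C2H2, 53 clustered PCDH and 19329 other genes.

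Reads were summed over 10 kb tiles, gene bodies (transcription start to end), promoters (1 kb either side of the start) and 17 windows. Regions needed 20 reads and 5 CpGs in every library. Methylated and unmethylated counts were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with a coefficient per library and the methylation log-odds per group, and Benjamini-Hochberg adjustment. Windows were fitted together with the tiles. The 75th percentile summary used CpGs with at least 3 reads in every library and regions with at least 5 such CpGs. Its Wilcoxon test was accompanied by 100000 sign permutations because of tied values. Levels of the whole genome and rDNA were compared by exact permutation.

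Alternatives were minimums of 10 and 50 reads, a replicate block, centring on the genome-wide level, limma 3.58.1 on log2 ratios with a pseudocount of 1, CpGs over 5 times the median depth left out, CpGs with at least 3 reads, other tile and promoter sizes, and each library left out in turn. Whether sequence occurs once was judged from converted stretches of 50 bases around each CpG, which held for 78.4% of CpGs. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and samtools 1.23.1 were used.

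Named regions were fixed before the data were examined as ZNF274, ZNF253, ZNF605, the 17 windows, and the 5 largest rises and 5 largest falls among called tiles, gene bodies and promoters with at least 50 CpGs (promoters 10) and with both ZNF274KO libraries on the same side of both WT libraries. Of these, 1 gene body is not reported here. The block on chromosome 2 and the window depths were chosen after their values were seen.

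The count model was tested on simulated reads at the real depths. Of 200 regions changed by 30 points it recovered 98.5% among 50000 tiles with 7 false calls. Among 19829 gene bodies it recovered 99.5% with 8 false calls, and among 19749 promoters 24 regions with 0 false calls. The changed regions were drawn from intermediate levels only, and all regions of a kind had the same spread. These rates therefore need not hold at low or high levels or with uneven spread. Windows changed by 20 points were recovered in 32 of 32 cases with the tiles (1 false call) and 160 of 160 alone (3 false calls), but the simulated tiles had a uniform spread, so this does not show the loss of calls seen in the real joint fit. Median reads per region ranged from 646 to 807 across libraries for tiles, 3615 to 4356 for gene bodies and 738 to 862 for promoters.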

Results

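DNA methylation was measured by enzymatic methyl sequencing (EM-seq), in which enzymes convert unmethylated cytosines so that they are read as T while methylated cytosines are still read as C. The cells were HEK293T, a line derived from human embryonic kidney, either wild type (WT) or knocked out for ZNF274 (ZNF274KO), with 2 libraries per group. ZNF274 is a zinc finger protein with a KRAB domain, as are the KRAB zinc finger proteins (KZFPs) whose genes lie in clusters, many of them on chromosome 19. The libraries held 295509110 (WT 1), 254848587 (WT 2), 275669337 (ZNF274KO 1) and 241921466 (ZNF274KO 2) reads over CpGs of the autosomes and X, where a read that spans several CpGs is counted at each of them. The median depth per CpG was 10, 9, 9 and 8 reads in the same order. The mCG level is the percentage of reads with a methylated cytosine at CpG sites, and differences between levels are given in percentage points.

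The first comparison asked whether the targeted gene was missing from the knockout libraries. ZNF274 (ENSG00000171606.18_11) lies on the plus strand of chromosome 19 from 58694396 to 58724928 in GRCh37. The 2 guide sequences cut after bases 58693972 and 58728556, which places the whole gene within a segment of 34584 bases. The 583 CpGs between the cuts carried 5920 reads in WT 1 (95% exact Poisson interval 5770 to 6073) and 4985 reads in WT 2 (4848 to 5125). ZNF274KO 1 had 0 reads there, with an upper limit of 3.69, and ZNF274KO 2 had 14 (7.65 to 23.5). Relative to the depth of chromosome 19, the mean of ZNF274KO was 0.165% of the mean of WT, and relative to all autosomes it was 0.146%. Intervals and limits given here cover counting error only, and they are too narrow where 1 read is counted at several CpGs, as for 12 of these 14 counts, which lay at neighbouring CpGs.

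**Figure D1:**
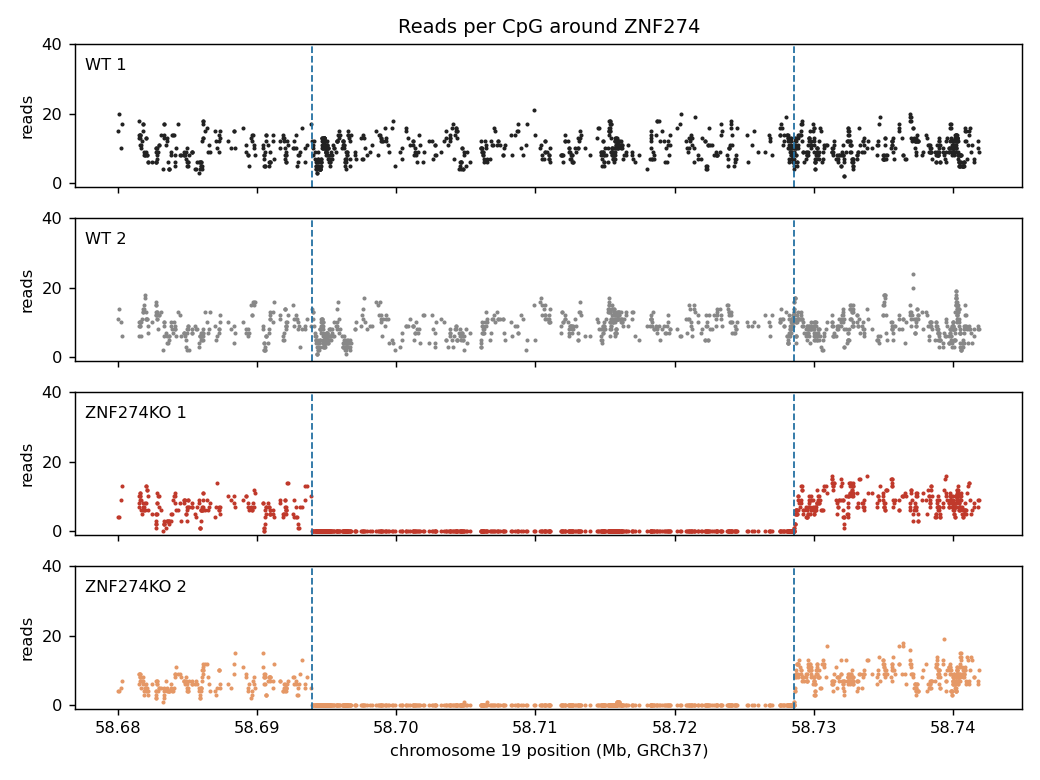
Reads per CpG (y axis) against position on chromosome 19 in Mb (x axis) for each library, with dashed lines at the 2 cut positions. Between the lines the WT libraries keep their depth, while ZNF274KO 1 has 0 reads and ZNF274KO 2 has 14.

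The genome-wide level is the background for every regional comparison. It was 59.8% ± 0.819 in WT and 59.3% ± 1.29 in ZNF274KO (SD, n = 2), with single libraries at 59.3% (WT 1), 60.4% (WT 2), 60.2% (ZNF274KO 1) and 58.4% (ZNF274KO 2). The difference of -0.541 points was smaller than the spread between replicates (two-sided exact permutation test, p = 0.667; the smallest p for 2 against 2 is 0.333). Leaving out WT 2 gave 0.0376 points and leaving out ZNF274KO 2 gave 0.373 points, so the direction rested on single libraries.

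Windows of 10 kb along the genome (tiles) were compared to find where mCG differed. Of 282602 tiles tested with the quasi-likelihood test of edgeR, 1421 were called at an adjusted p under 0.05, of which 1396 were higher and 25 lower in ZNF274KO. At an unadjusted p under 0.05 there were 18334. The median rise was 30.2 points (quartiles 20.3 and 42.5). In each of the 1421 tiles both ZNF274KO libraries lay on the same side of both WT libraries. The test favours such tiles, so this is no separate support for the calls. Chance gives this arrangement in 33.3% of tiles, and 36.3% of all tested tiles showed it. Over the 1396 higher tiles the mean level was 23.2% in WT 1, 22.9% in WT 2, 60.5% in ZNF274KO 1 and 49.6% in ZNF274KO 2, and ZNF274KO 1 exceeded ZNF274KO 2 in 1362 of them. The number of calls moved most when WT 2 was left out, to 5109, and was 3587 without WT 1, 954 without ZNF274KO 1 and 1984 without ZNF274KO 2.

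The higher tiles were unevenly spread. Chromosome 19 held 675 of them (48.4%), or 12.1% of its tested tiles, followed by chromosome 7 with 315 and chromosome 2 with 114. Of the 1396 higher tiles, 418 overlapped a KZFP gene, 920 lay within 100 kb of one and 1147 within 1000 kb, whereas 5.58% of all tested tiles lay within 1000 kb. Across chromosome 19 as a whole the level was 62.4% ± 0.538 in WT and 65.1% ± 1.88 in ZNF274KO (SD, n = 2), and its share of reads in ZNF274KO was 0.894 of that in WT.

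**Figure D2:**
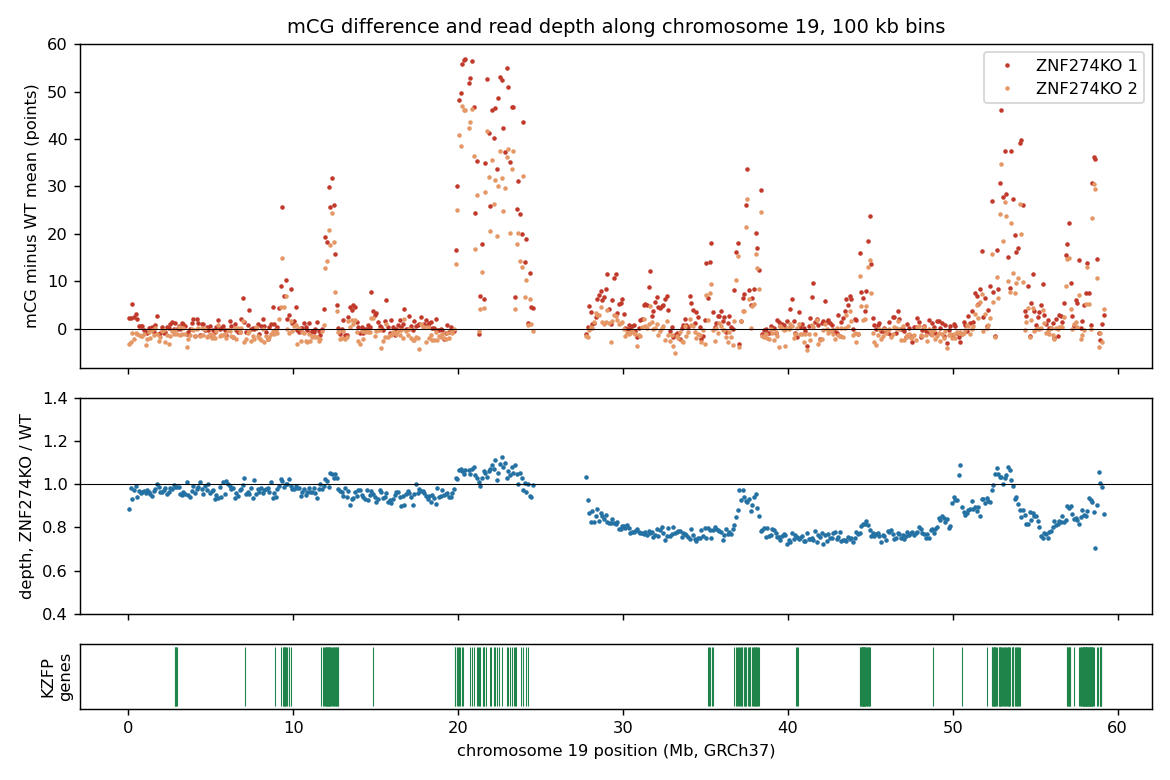
mCG level of each ZNF274KO library minus the WT mean in percentage points (top), read depth of ZNF274KO over WT as a ratio (middle) and KZFP gene positions (bottom) in 100 kb bins along chromosome 19. The rises sit over the clusters of KZFP genes, and the depth ratio on the long arm has a median of 0.791 in 1 Mb bins.

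Whether the rises lay in the clusters was tested against the rest of the genome. Inside the 10 windows over KZFP clusters and the protocadherin (PCDH) locus, set before the data were examined, 767 of 1523 tested tiles were called higher (50.4%), against 629 of 281079 outside (0.224%). The odds ratio was 452, with a Fisher's exact p too small to be represented. In 1000 rotations of the windows along the genome the largest share was 13.7%, giving a one-sided permutation p of 0.001, the smallest that these rotations allow. With 50 kb tiles, the alternative that moved the odds ratio most, it was 522.

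The 5 largest rises among called tiles with at least 50 CpGs were on chromosomes 19 and 7. The tile at 19990001 to 20000000 on chromosome 19, inside ZNF253, rose from 10.5% ± 2.53 to 80.8% ± 5.31 (SD, n = 2). The next tile, at 20000001, also overlapped ZNF253 and rose by 66.9 points. The tile at 20770001 on chromosome 19 rose by 67.5 points and lay 21386 bases from ZNF737. On chromosome 7 the tile at 57240001 rose by 64.3 points and the tile at 62780001 by 67.4 points, the latter on only 49 to 56 reads per library. The largest falls were at 6560001 on chromosome 3 (-25.2 points), 26010001 on chromosome 17 (-20.3), 75100001 on chromosome 8 (-19.3), 37950001 on chromosome 19 over ZNF569 and ZNF570 (-18.0) and 173380001 on chromosome 2 (-17.9). None of these 5 falls was called by limma.

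The study's named gene families were compared over 17 windows. In the 10 windows over KZFP clusters and PCDH genes, both ZNF274KO libraries lay above both WT libraries, with rises from 8.20 to 31.3 points. The largest was at KZFP 19p12 (44730 CpGs), from 28.6% ± 0.524 to 59.9% ± 6.60 (SD, n = 2). KZFP 4p16.3 rose from 34.6% ± 0.690 to 56.8% ± 6.71, and KZFP 19q13.41 from 42.8% ± 0.521 to 62.4% ± 5.66. The PCDH window on chromosome 5 rose from 48.9% ± 0.680 to 60.4% ± 6.73. Chance sets the groups apart, in either direction, in 33.3% of cases, and both ZNF274KO libraries were also higher, with smaller rises, in 4 of the other windows, PSG (3.05 points), KLK (4.90), NLRP (0.752) and SNORD116 (2.57). The histone window HIST1 changed by -0.641 points, from 60.8% ± 0.287 to 60.1% ± 1.13. Fitted together with the tiles in edgeR as designed, 0 of the 17 windows were called, both adjusted over the list alone and over all regions tested, and 1 had an unadjusted p under 0.05 (KZFP 4p16.3, edgeR adjusted p over the list 0.203). On the same windows limma called 9 adjusted over the list alone. In edgeR the windows were given a median prior quasi-dispersion of 12.5, against 0.804 for the tiles. Fitted without the tiles, an alternative chosen after the data were seen, 10 windows were called.

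**Figure D3:**
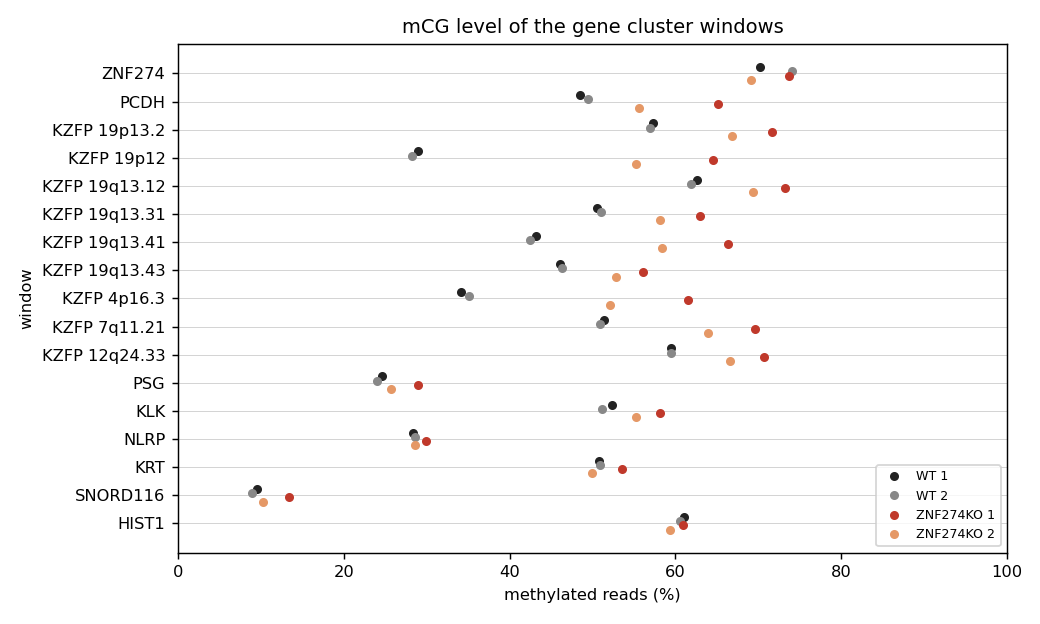
mCG level in percent (x axis) of each library in the 17 windows (y axis). In the KZFP and PCDH windows both ZNF274KO libraries lie to the right of both WT libraries, by 8.20 to 31.3 points on average.

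Gene bodies were compared by class, with KZFP genes set against other C2H2 zinc finger genes, clustered PCDH genes and all other protein-coding genes. Of 19829 gene bodies tested with edgeR, 182 were called, 176 higher and 6 lower in ZNF274KO. They comprised 92 of 357 KZFP genes (25.8%), 16 of 53 PCDH genes (30.2%), 15 of 359 other C2H2 genes (4.18%) and 53 of 19060 other genes (0.278%) among the higher ones. Of the 16 PCDH genes, 13 were gamma, 2 beta and 1 alpha genes. The gamma genes overlap each other, so their calls are not separate and the PCDH share counts shared sequence repeatedly. The 6 lower ones were 2 other C2H2 genes and 4 other genes. Of the 53 other genes, 36 lay within 1000 kb of a KZFP gene. Pooled over the class, KZFP bodies had 59.1% ± 0.221 in WT and 67.3% ± 2.61 in ZNF274KO (SD, n = 2), while the other genes had 66.9% ± 0.139 and 66.2% ± 1.21. In these pooled levels reads count once for each gene that holds them. With limma, the alternative that moved the number of calls most, 57 bodies were called. Without ZNF274KO 1 there were 98.

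The 5 largest rises of gene bodies were ZNF479 (3.56% ± 1.46 to 57.2% ± 12.3), ZNF735 (10.2% and 8.36% in WT, 70.5% and 54.7% in ZNF274KO), ZNF679 (9.35% ± 0.0120 to 62.5% ± 9.08), ZNF723 (11.8% ± 0.143 to 64.5% ± 7.60) and ZNF682 (15.6% ± 0.0520 to 67.8% ± 7.97; SD, n = 2), with edgeR adjusted p-values from 1.9e-07 to 2.0e-06. ZNF253 (chromosome 19, 19976691 to 20005483) rose from 20.5% ± 2.28 to 58.6% ± 4.85 (edgeR adjusted p = 1.6e-06). ZNF605 (chromosome 12, 133494892 to 133532892), which overlaps CHFR, rose from 60.6% ± 1.24 to 77.7% ± 1.59 (edgeR adjusted p = 2.0e-05). Among the largest falls were EMD (-19.6 points), ZNF121 (-14.3), NAT8L (-9.63) and SP9 (-8.51). None of these 4 was called by limma or without ZNF274KO 1.

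All 53 PCDH genes had a higher level in both ZNF274KO libraries than in both WT libraries, which is 15 alpha, 16 beta and 22 gamma genes. The median difference was 8.62 points for alpha, 14.9 for beta and 8.70 for gamma genes. Genes of the alpha and gamma families overlap each other, so they are not separate measurements. In the level pooled over the class, reads count once for each gene that holds them, so overlap repeats them. It was 54.6% ± 0.440 in WT and 63.4% ± 5.66 in ZNF274KO (SD, n = 2), with ZNF274KO 1 at 67.4% and ZNF274KO 2 at 59.4%. The PCDH window, which repeats no reads this way but also holds sequence between genes, rose from 48.9% to 60.4%.

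**Figure D4:**
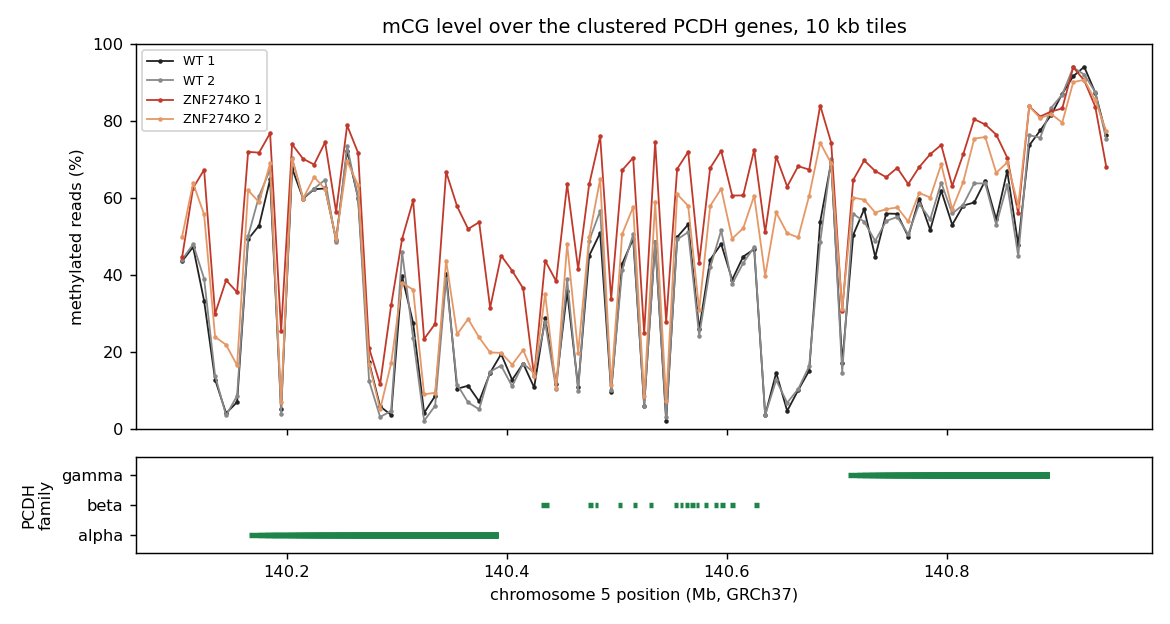
mCG level in percent (y axis, top) of each library in 10 kb tiles along chromosome 5 in Mb (x axis), with the alpha, beta and gamma PCDH genes below. ZNF274KO 1 lies above ZNF274KO 2 over most of the locus. Pooled over the PCDH genes, with reads counted once for each gene that holds them, they are at 67.4% and 59.4%.

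Promoters, 1 kb either side of the transcription start, were compared in the same way. Of 19749 tested with edgeR, 49 were called, 37 higher and 12 lower in ZNF274KO, and 1196 had an unadjusted p under 0.05. KZFP genes supplied 25 of the higher and 10 of the lower promoters. With limma 0 were called, and with 500 bases either side 1 was called. Without ZNF274KO 1 there were 30 and without ZNF274KO 2 there were 97. The ZNF253 promoter fell from 49.9% ± 3.05 to 21.0% ± 4.19 (SD, n = 2; edgeR adjusted p = 0.0204), and the ZNF605 promoter from 34.7% ± 4.15 to 18.6% ± 4.01 without passing the threshold (edgeR adjusted p = 0.364). The ZNF253 fall was not called without ZNF274KO 1 (-26.0 points) or by limma. The other large falls were ZNF468 (-22.5 points) and ZNF28 (-22.3), whose promoters overlap, ZNF570 (-21.1) and ZNF568 (-15.6). The largest rises were ZNF429 (50.9 points), ZSCAN4 (50.6), ZNF679 (47.0), C19orf18 (46.3) and ZNF722 (43.9). For ZNF274 itself only 4 of the 109 CpGs of the promoter lie outside the deleted segment, so the groups cannot be compared there.

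The study's own summary, the 75th percentile over the CpGs of a region of the mean replicate level, was compared across genes, which are not independent replicates. For 355 KZFP gene bodies the mean difference was 9.01 points and the median 0, with 159 genes higher, 122 lower and 74 equal (two-sided permutation of the signed ranks, p = 1e-05, the smallest that 100000 resamples give; Wilcoxon signed-rank test, p = 2.1e-10). Between the replicates, ZNF274KO 2 minus ZNF274KO 1 gave a mean of -2.15 points with the same p, and WT 2 minus WT 1 gave -0.0393. These are not comparable with the group difference, since the 75th percentile of single libraries had its ceiling of 100% as the median of KZFP bodies in each library. Without WT 1 the mean was 7.35 points and without WT 2 it was 7.31, and neither passed the threshold. For 53 PCDH gene bodies the mean difference was 4.55 points, with 50 higher and 1 lower (permutation p = 1e-05; Wilcoxon p = 1.9e-09). ZNF274KO 2 minus ZNF274KO 1 gave -4.77 points with the same permutation p, and WT 2 minus WT 1 gave 0.399, with the median at the ceiling in both ZNF274KO libraries. Without WT 1 it was 2.19 and without WT 2 it was 2.59, again not past the threshold, while the median of CpGs moved it most, to 15.4. For 353 KZFP promoters the mean difference was -2.32 points and the median 0, with 104 higher and 144 lower (permutation p = 0.0179). It was no longer past the threshold without ZNF274KO 1 (-1.61), without ZNF274KO 2 (-2.44) or with at least 5 reads in every library (-1.66), and it changed sign with the median of CpGs (3.82) or with summed reads (1.67). Both sign changes are in means over genes. With summed reads the median difference of the 355 KZFP promoters tested with edgeR was -0.659 points. The median KZFP promoter had a 75th percentile of 22.1% in WT and 8.33% in ZNF274KO, although the median difference was 0. Other C2H2 gene bodies and all other gene bodies had median differences of -0.861 and -0.833 points.

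**Figure D5:**
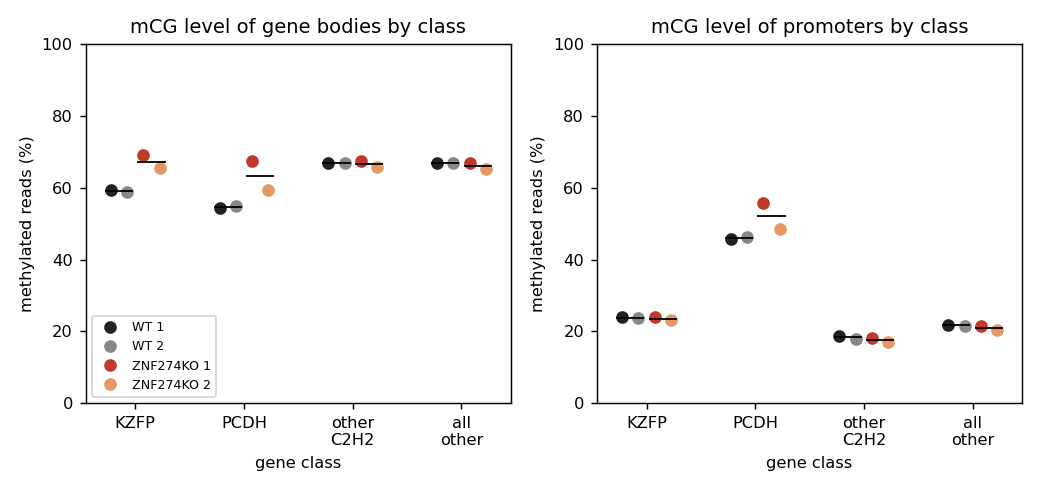
Share of methylated reads in percent (y axis) pooled over gene bodies (left) and promoters (right) of each gene class (x axis), with a point per library and a line at each group mean. Reads in overlapping genes count once for each gene. KZFP bodies rise from 59.1% to 67.3% and PCDH bodies from 54.6% to 63.4%, while pooled KZFP promoters are at 23.8% and 23.5%.

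The ribosomal DNA (rDNA) sequence that was added to the genome was compared last. Its mCG level was 42.1% ± 0.315 in WT and 39.2% ± 0.461 in ZNF274KO (SD, n = 2), a difference of -2.94 points that exceeded the spread between replicates. Both ZNF274KO libraries lay below both WT libraries (two-sided exact permutation test, p = 0.333, the smallest possible). In a split chosen after the data were seen, the first 16 kb fell by 4.37 points with the groups apart, while the rest fell by 1.68 points with the groups overlapping. The unweighted mean over CpGs, the alternative that moved it most, gave -3.44 points.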

Values the study reported

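By RNA sequencing the study found 80 protein-coding genes whose expression differed significantly between knockout and WT cells, and 79 of these rose. It counted 377 KZFP genes, of which 331 held the ZNF274 motif in exons that encode zinc fingers.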

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

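The test on the contig named L was chosen only after its result was seen.

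Reads on a contig named L, which belongs to no comparison above and carries almost no mCG in any library, took a larger share in both ZNF274KO libraries than in both WT libraries. The mean was 0.0388% ± 0.00280 of the reads on autosomes and X in ZNF274KO and 0.0297% ± 0.00966 in WT (SD, n = 2), so the difference was smaller than the spread between the WT libraries. Reads on a second contig, named P and highly methylated, moved with it. The ratio of reads on P to reads on L averaged 0.186 in ZNF274KO and 0.188 in WT, which is consistent with unequal amounts of added control DNA. What the contigs are was not stated, so this stays a candidate explanation, and no biological explanation was tested.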

How the results depend on the processing

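The fits with crossed replicate numbers, with CpGs in repeated sequence left out, with windows fitted without the tiles and with windows ranked by length were chosen only after the data were seen. The others were listed before the data were examined, and all of those were run.

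Of 117 comparisons of an alternative with the value reported above, 79 kept the direction and the side of the threshold or stayed within 1.5 times. Called tiles numbered 617 with limma, 2740 with 5 kb tiles and 270 with 50 kb tiles, the last 2 over other numbers of tiles. Limma shared 597 of the 1421 calls. Without single libraries the calls ranged from 954 (ZNF274KO 1 left out, 482 calls lost) to 5109 (WT 2 left out, 1 call lost). Without WT 1 the higher share fell to 68.7% from 98.2%. Where 1 library was left alone in its group, it was assumed to vary like the other group. Called gene bodies numbered 57 with limma and ranged from 98 to 229 without single libraries. Called promoters numbered 0 with limma and 1 with 500 bases either side, and ranged from 30 to 97. In the self-test 24 of 200 changed promoters were recovered, against 197 of 200 tiles, although promoters held as many reads. Of the 32 named regions called, 12 were called by limma, and 20 to 31 without single libraries. The cause of these changes was not tested.

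The replicate numbers may not pair the libraries. The difference between WT 1 and WT 2 correlated at -0.134 with that between ZNF274KO 1 and ZNF274KO 2 across tiles. The ratio of reads on contig P to reads on contig L did follow the numbers. It was 0.199 in WT 1 and 0.200 in ZNF274KO 1, against 0.176 in WT 2 and 0.172 in ZNF274KO 2. Whether the numbers pair the libraries therefore stays open. With the replicate number as a block, 2845 tiles (higher share 87.8%), 280 gene bodies and 160 promoters (higher share 63.1%, against 75.5%) were called, including each of the calls made without it, and 1 window. With crossed numbers the calls were 2921, 265 and 157.

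Windows were the results most open to the choice of fit. Adjusted over the list alone, 9 were called by limma, 2 with CpGs of at least 3 reads in every library, 10 when fitted without the tiles and 10 by rank among windows of the same length, against 0 as designed and 0 to 1 without single libraries. Beyond the prior quasi-dispersions of the joint fit given above, the cause was not tested. The ZNF274 window reversed to 10.5 points with CpGs of at least 3 reads, since CpGs of the deleted segment then drop out. It also reversed without WT 2 (1.12) and without ZNF274KO 2 (1.48), but 583 of its 693 CpGs lie in the deleted segment, so the groups cannot be compared there. Reversed too were KRT without ZNF274KO 1 (-0.948) and HIST1 without ZNF274KO 2 (0.157), each from a difference within the spread between replicates. Without single libraries the ZNF274 window ranged down to -3.09 and the KRT window up to 2.68, and HIST1 down to -1.44.

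The 75th percentile of KZFP gene bodies ranged from 7.31 to 12.7 points without single libraries, and that of PCDH bodies from 2.19 to 10.6. With the median of CpGs PCDH bodies gave 15.4 points, and with summed reads 11.1. Both were weaker without a WT library. Single-library levels of a CpG are noisier than means, which raises a 75th percentile in the group left with 1 library. KZFP promoters gave -1.66 points with at least 5 reads, no longer past the threshold, and -2.73 to -1.61 without single libraries. They reversed to 3.82 with the median of CpGs and 1.67 with summed reads. These are means over genes, and with summed reads the median over the promoters tested with edgeR was -0.659. The genome-wide difference ranged from -1.46 to 0.373 points without single libraries, reversing to 0.0376 without WT 2, and the rDNA difference from -3.27 to -2.62.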

Other observations

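The tests on chromosome copies, conversion, other splits, mixed cells, window depth, rDNA copies and the residual reads were chosen only after the results were seen.

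The rise over the called tiles was weighed against 5 technical explanations. Copies lost or gained cannot reach it, because 99.2% of the higher tiles lay, in both ZNF274KO libraries, above the level that the depth of their 1 Mb bin allows. Copies replaced at equal depth stay open. Tiles with a WT level of 10% to 40% that lay over 1 Mb from KZFP and PCDH genes had a median difference of 0.468 points, against 34.2 for tiles of that level inside the windows, which argues against a drift of all tiles with low mCG. The unmethylated contig L differed by -0.0189 points, which argues against conversion. When CpGs in sequence that occurs more than once were left out, 1240 of the 1421 calls remained. Of the 3 splits of the 4 libraries only the real one gave as many calls (1 of 3; the others gave 0 and 0 in edgeR, with 5677 and 18628 tiles at an unadjusted p under 0.05), but 3 splits are too few for this count to exclude chance. How the knockout lines were derived is confounded with the knockout and stays open, as does an effect of ZNF274 itself.

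The rise was smaller in ZNF274KO 2 in 1362 of the 1396 tiles. Mixed WT cells would need a share of 27.9%, whereas reads over the deleted segment were at 0.330% of WT. The lower genome-wide level of ZNF274KO 2 gave a difference of 2.196 points in uncalled tiles at the same ZNF274KO 1 level, against 11.7 in called tiles, so it accounts for part at most. Why the knockout libraries differ stays open.

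Read depth relative to the flanks also rose over whole clusters, a pattern noticed on the plot of chromosome 19. Against flanks 500 kb away and 2 Mb long, both ZNF274KO libraries exceeded both WT libraries in 9 of the 10 KZFP and PCDH windows and in 0 of the 6 others tested. The ratio was 1.15 at KZFP 19q13.12 and 1.16 at KZFP 19q13.41, with a median of 1.08 over the 10 windows and 1.002 over the others. Without the flanks, ZNF274KO depth over WT was 0.882 at KZFP 19q13.12, 0.805 at KZFP 19q13.31 and 0.897 at KZFP 19q13.43. There the flanks were lower still, so depth fell less than around them. In the other KZFP and PCDH windows it was above WT. Better recovery of methylated DNA may contribute to the ratio. The median change was 0.11 on the log2 scale, against 0.01 predicted from the slope between the WT libraries, and the prediction was exceeded in 9 of the 10 windows. Nor did the change follow the mCG rise, being 0.15 at KZFP 19q13.43, which rose by 8.20 points, and 0.02 at KZFP 4p16.3, which rose by 22.2. The slope rests on small differences between the WT libraries, where counting noise would lower it, so how much recovery contributes stays open. For single called tiles, against nearby uncalled tiles, the slope predicted 0.0373 and 0.0415 was observed, while the ZNF274KO pair moved the other way. Earlier replication of the clusters in growing cells would also raise their depth and was not tested.

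Of the higher tiles, 225 lay over 1 Mb from any KZFP or PCDH gene, and 86 of these formed a block on chromosome 2 from 132690001 to 134510000, where the level was 33.0% in WT and 47.6% in ZNF274KO. Genes or pseudogenes named ZNF or ZFP lay within 500 kb of 27.6% of the 225 tiles and of 5.40% of other far tiles (1000 rotations, one-sided permutation p = 0.0220). This suggests that related sequences nearby may account for some of them.

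KZFP promoters that fell did not clearly belong to the genes whose bodies rose. Of 92 KZFP genes with a called rise of the body, 10.9% had a promoter that fell by 10 points or more, against 5.70% of the 263 others (Fisher's exact p = 0.102), and 48.9% had a promoter that rose by as much.

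Loss of methylated rDNA copies could lower the rDNA level. Relative to all reads, methylated rDNA reads in ZNF274KO were at 0.832 of WT, while unmethylated reads were at 0.941 of WT with 1 of the libraries below the WT range, which decides nothing. The highly methylated contig P differed by 0.288 points, which argues against conversion. The 14 residual counts of ZNF274KO 2 over CpGs of the deleted segment lay at 3 places, 12 of them at neighbouring CpGs with 1 count each, which is consistent with 3 fragments. These are too few to tell a few WT cells from reads of another library.

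The WT libraries differed from each other in copy number. In 297 of 2884 bins of 1 Mb their depth ratio was off by over 15%, and there WT 2 exceeded WT 1 in mCG by a median of 1.97 points, against 0.426 elsewhere. Between ZNF274KO and WT, 303 bins were off by as much, with median differences of -1.03 points there and -0.788 elsewhere. Between ZNF274KO 2 and ZNF274KO 1 there were 73 such bins, with -1.71 points there and -1.81 elsewhere. Even between the WT libraries the link was not general. On chromosome 4 the depth ratio was 1.31 and WT 2 was higher by 4.18 points, but on chromosome 5 these were 1.30 and 0.0903, and on chromosome 1 they were 1.22 and 0.690.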
